A study of Mus musculus with 62 samples.

How the data were processed

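RNA from mouse embryos at 5 developmental points, early 2-cell, late 2-cell, morula, E4.5 and E6.5, was sequenced after SMART-Seq v4 cDNA synthesis and Nextera XT library preparation, per the labels. The 34 RNA libraries form 17 groups of 2, taken from the sample titles. Eed-tagged embryos were homozygous knock-ins on a C57BL/6J background, per the labels. Before implantation they were cultured with 1 µM dTAG13 or DMSO. After implantation dTAGV-1 was used in culture or by injection, and the labels do not say which was used for the RNA libraries. The CUT&RUN and ATAC samples, 28 of 62, were not analysed here.

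The authors deposited one table per library with the column names of RSEM gene-level output. Its values are expected counts, in which reads shared between genes are split by the RSEM model, and TPM, per the file headers, and the deposited tables also give effective length and the posterior SD of the count as other quantities. The labels name no aligner, genome build, annotation, read filter or use of strand. Each table lists 55385 genes by versioned Ensembl identifier. In a library 10.8 to 15.5% of genes had expected counts that were not whole numbers. Of the identifiers 54487 matched GENCODE M21 (GRCm38) with their version and 55144 without it. Genes without a match held at most 0.0151% of the counts of a library. Coordinates, gene types and overlaps come from that annotation. Total expected counts lay between 10243522 and 26594704 per library, so a count of 0 allows up to 3 counts.

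Expected counts were rounded to whole numbers. Each comparison was fitted on its own libraries in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F-test) and limma 3.58.1, and p-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. The 10 group comparisons were dTAG against DMSO in 7 stages or tissues, Esrrb KO against WT, and double against dTAG and against DMSO. The 4 interactions tested differences between responses, 3 in one fit over the 12 DMSO and dTAG libraries of EPI, EXE and VE and 1 over 8 EXE libraries. Replicate numbers are not said to pair libraries, so no block was used in the main fits, and a block is among the alternatives. The 10 gene lists were noncanonical imprinted genes, Hox genes, developmental regulators, EXE markers, trophoblast differentiation genes, EPI markers, VE markers, germline genes, Y-linked genes and PRC2 members. They were tested with camera at a preset inter-gene correlation of 0.01, adjusted over all 89 tests, and beside it with fry. The groups, comparisons, tests, lists, naming rule and 5 alternatives were chosen before the data were examined.

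Named genes followed a rule. Eed, Esrrb (in EXE), Ezh2, Suz12 and Xist are reported whatever their result, and called members of the lists are summarised with a few named. Beyond these, each group comparison names the 3 called genes with the largest rise and the 3 with the largest fall among genes whose groups do not overlap. They need a mean of at least 5 CPM in the higher group and a symbol that is not provisional. Each interaction names 2 per direction by the same rule, except that groups may overlap and the mean of 5 CPM applies to the highest group. Where one group had 1 to 3 counts, the ratio is given with a 95% exact (Clopper-Pearson) counting interval.

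Near-identical copies were found with blastn 2.17.0. The longest transcripts of 871 genes, pseudogenes reaching 10 TPM in a library or genes called in EPI or VE, were searched against protein-coding transcripts, and 560 had a coding gene of at least 95% identity over at least 80% of the copy, for 392 distinct coding genes. Whether the parents of lower copies share chromosomes was tested by 10000 permutations of expressed copies, one-sided, with a smallest possible p of 0.0001. Genes found almost only in EPI were autosomal coding genes with at least 20 TPM in DMSO EPI and at least 50-fold more than in DMSO EXE and in DMSO VE. Genes 4-fold higher in epiblast were those whose DMSO EPI level exceeded 4 times the DMSO EXE level by at least 1 TPM. The share of epiblast cells a gene would need in Esrrb KO was its KO level less the product of its WT level and the ratio of double to dTAG, divided by its DMSO EPI level less the same product. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

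The alternatives chosen in advance were DESeq2 size factors in place of TMM, no low-count filter, the DESeq2 1.42.0 Wald test, a replicate block, and one fit over all 34 libraries, besides leaving out each library in turn. Fits on protein-coding genes only and without X and Y genes were added after seeing the data. The pipeline was tested on simulated data with 200 changed genes per comparison. In the group comparisons 57 to 92.5% of the changed genes were called, and 76.2 to 99.2% of those changed at least 4-fold. Unchanged genes made up 2.9 to 17.6% of the calls. In the interactions 37 to 45% were called, 57.5 to 64.9% of those changed at least 4-fold, with 2.6 to 12.6% unchanged genes among the calls. Changed genes were called with the wrong sign 0 times.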

Results

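The series followed PRC2, the complex that methylates histone H3 at lysine 27, through mouse early development. RNA was sequenced in 34 libraries that formed 17 groups of 2. The other 28 of the 62 samples, CUT&RUN and ATAC libraries, were not analysed here. In all groups except Esrrb wild type and Esrrb knockout, the embryos carried a degradation tag on both copies of Eed, which encodes a core PRC2 subunit. Tagged embryos were treated with a dTAG compound, which directs the tagged protein to degradation, or with its solvent DMSO. DMSO and dTAG groups were collected as early 2-cell embryos, late 2-cell embryos, morulae, E4.5 inner cell mass (ICM), and E6.5 epiblast (EPI), extraembryonic ectoderm (EXE) and visceral endoderm (VE). The other groups were E6.5 EXE that was wild type for Esrrb (WT), lacked Esrrb (KO), or lacked Esrrb in Eed-tagged embryos, all given dTAG (double).

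The libraries held from 10243522 to 26594704 expected counts. Early 2-cell libraries held 10243522 to 11939324, late 2-cell libraries 11337727 to 19293847, morula libraries 10416925 to 15031299 and ICM libraries 17576364 to 24123174. EPI libraries held 15172210 to 20329764, VE libraries 15934432 to 23336840 and DMSO or dTAG EXE libraries 22097315 to 26594704. The Esrrb WT and KO libraries held 20494733 to 25474846 and the double libraries 19827272 to 21085565. Between 18403 and 24852 genes had counts in a library, and the 10 most abundant genes took 4.18 to 12.48% of its counts. Levels below are mean TPM ± SD over n = 2 libraries. Log2 fold changes, standard errors and adjusted p-values come from edgeR quasi-likelihood fits with Benjamini-Hochberg adjustment over the genes tested, and a gene is called at an adjusted p under 0.05. Coordinates are those of GENCODE M21 on GRCm38, matched here, since the files name no build. Where all libraries of a group were at 0, the fold is a lower bound against a floor of 3 counts, and intervals and floors cover counting error only.

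The level of the targeted genes in every group came first. Eed (ENSMUSG00000030619.10, chromosome 7, 89954654 to 89980983) fell with dTAG in early 2-cell embryos from 333 ± 5.30 to 77.1 ± 4.82 TPM (log2 fold change −2.09, SE 0.10, adjusted p 8.94e-06). In late 2-cell embryos it fell from 104 ± 8.41 to 40.2 ± 1.16 TPM (log2 fold change −1.48, SE 0.22, adjusted p 0.0038). In morulae it fell from 85.3 ± 6.07 to 50.2 ± 4.07 TPM (log2 fold change −0.74, SE 0.19, adjusted p 0.0455), and its adjusted p lay between 0.00282 and 0.0517 over 5 alternatives, the highest of these with DESeq2 size factors. In ICM it rose slightly, from 69.2 ± 0.849 to 72.5 ± 2.91 TPM (log2 fold change 0.30, SE 0.05, adjusted p 6.54e-05), a call lost at an adjusted p of 0.36 in one fit over all 34 libraries, with a range of 1.37e-09 to 0.36 over the alternatives. At E6.5 it went from 59.1 ± 11.8 to 49.6 ± 2.67 TPM in EPI (adjusted p 1), from 48.2 ± 4.53 to 63.5 ± 9.10 TPM in EXE (adjusted p 0.826) and from 27.3 ± 4.5 to 28.9 ± 2.89 TPM in VE (adjusted p 0.997). The EXE libraries without an Eed tag in their labels held 186 ± 50.9 TPM in Esrrb WT and 191.5 ± 21.9 TPM in Esrrb KO, 3.85 times the DMSO EXE level in WT, and the double libraries held 86.6 ± 7.48 TPM.

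Esrrb (ENSMUSG00000021255.17, chromosome 12, 86361117 to 86521628) was nearly absent from EPI and VE, at 0.070 TPM or less in both treatments. With dTAG it rose in EXE from 2.32 ± 0.460 to 15.2 ± 2.27 TPM (log2 fold change 2.59, SE 0.30, adjusted p 0.00333). Esrrb KO took it from 18.7 ± 1.39 to 1.43 ± 0.0490 TPM (log2 fold change −3.76, SE 0.25, adjusted p 0.00625), with residual counts of 110 and 124 in the KO libraries. Double EXE was lower than dTAG EXE, at 2.84 ± 0.997 TPM (log2 fold change −2.81, SE 0.36, adjusted p 0.00184), and its difference from DMSO EXE was smaller than the error (log2 fold change −0.21, SE 0.35, adjusted p 0.698). The direction of that difference was not settled, since the mean TPM was higher in double. The fitted change was −0.68 and 0.12 without double replicates 1 and 2. The DMSO EXE level of 2.32 TPM was thus far below the 18.7 ± 1.39 TPM of untreated WT EXE, a pair of groups that was not planned as a comparison. Esrrb stood at 10.3 ± 0.629 and 7.72 ± 0.014 TPM with DMSO and dTAG in early 2-cell, 3.25 ± 1.03 and 5.37 ± 0.983 TPM in late 2-cell, 6.71 ± 1.58 and 4.15 ± 1.31 TPM in morula, and 9.98 ± 0.099 and 12.3 ± 0.120 TPM in ICM.

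**Figure D1:**
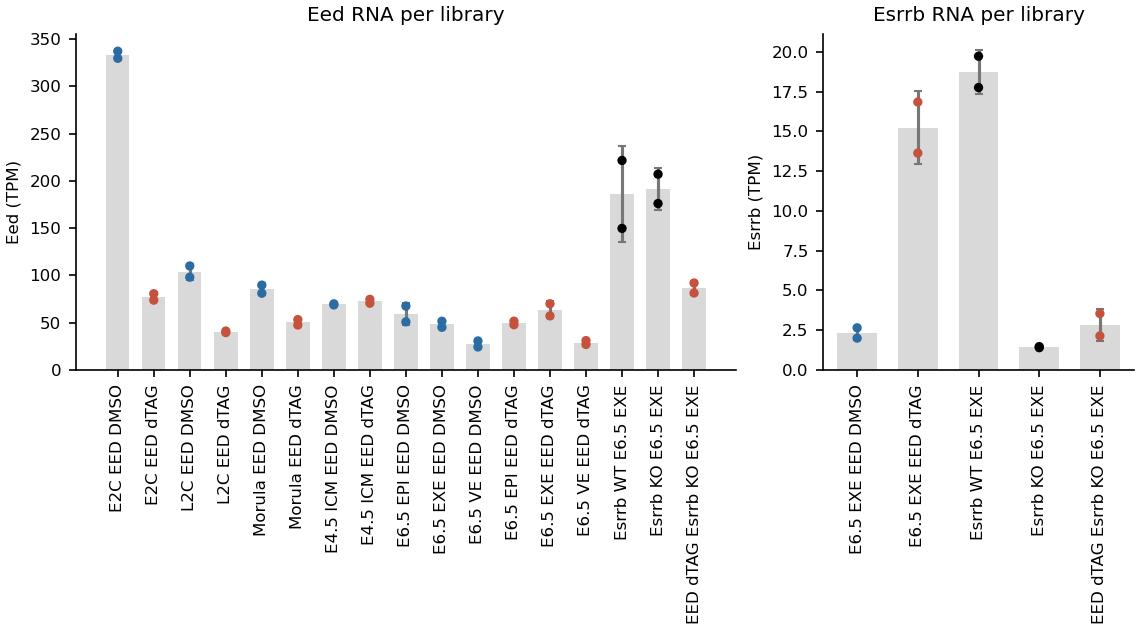
Eed level (TPM) in each library of the 17 groups and Esrrb level (TPM) in the 5 EXE groups. Bars are group means with SD, points are libraries (blue DMSO, red dTAG, black no treatment), and early 2-cell Eed lies at 333 TPM with DMSO and 77.1 TPM with dTAG.

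The first comparison asked which transcripts change in early 2-cell embryos when EED is degraded. Of 15115 tested genes 238 were called, 114 higher and 124 lower with dTAG, 102 of them by at least 2-fold. The alternative that moved this count most was testing without a low-count filter, with 805 calls. One fit over all 34 libraries called 81 genes, 17 higher and 64 lower. Protein-coding genes made up 180 of the calls and pseudogenes 35. The largest rises by the rule fixed for naming genes were Chrdl1 (ENSMUSG00000031283.16, chromosome X, 143285674 to 143394262), from 0.310 ± 0.382 to 8.35 ± 7.30 TPM (log2 fold change 5.39, SE 0.85, adjusted p 0.014), Tmem150cos (ENSMUSG00000086259.7, chromosome 5, 100077962 to 100095273), antisense to Tmem150c and so uncertain in its reads, from 0.565 ± 0.431 to 11.0 ± 1.65 TPM (log2 fold change 4.45, SE 0.48, adjusted p 0.00171), and Fam83b (ENSMUSG00000032358.12, chromosome 9, 76490054 to 76567116), from 0.390 ± 0.0710 to 1.79 ± 0.163 TPM (log2 fold change 2.39, SE 0.41, adjusted p 0.0212). With one library left out the Chrdl1 change lay between 3.88 (without dTAG replicate 2) and 7.17 (without DMSO replicate 1), and that of Tmem150cos between 3.80 and 5.52 (without DMSO replicates 1 and 2). Among the largest falls, Bfsp1 (ENSMUSG00000027420.13, chromosome 2, 143826528 to 143863173) went from 19.3 ± 0.926 to 0 ± 0 TPM, at least 275-fold lower (adjusted p 8.94e-06). Grb14 (ENSMUSG00000026888.14, chromosome 2, 64912476 to 65024987) went from 4.81 ± 2.55 to 0.0250 ± 0.0350 TPM, with 1 count in the dTAG libraries and a ratio of 139 (95% exact counting interval 24.5 to 5512) (adjusted p 0.00227). Rps3a2 (ENSMUSG00000062611.4, chromosome 14, 88123017 to 88123808), a processed pseudogene near-identical to Rps3a1 whose reads cannot be assigned with certainty, went from 15.2 ± 3.07 to 0.170 ± 0.240 TPM, with 2 counts in the dTAG libraries and a ratio of 101 (95% exact counting interval 27.5 to 837) (adjusted p 0.00167).

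In late 2-cell embryos 892 of 16559 genes were called with dTAG, 450 higher and 442 lower, 715 by at least 2-fold, and 725 were protein-coding. The fit over all 34 libraries called 1110 higher and 604 lower. Cetn1 (ENSMUSG00000050996.7, chromosome 18, 9615524 to 9619478) rose from 0.120 ± 0.0420 to 10.9 ± 0.559 TPM, with 3 counts in the DMSO libraries and a ratio of 82.1 (95% exact counting interval 27.9 to 400) (adjusted p 0.000223). Tex101 (ENSMUSG00000062773.6, chromosome 7, 24668007 to 24676675) rose from 1.78 ± 1.58 to 112 ± 32.2 TPM (log2 fold change 5.80, SE 0.49, adjusted p 6.11e-05), and by 5.11 and 7.37 without DMSO replicates 1 and 2. Pyy (ENSMUSG00000017311.15, chromosome 11, 102106676 to 102107832) rose from 0.490 ± 0.693 to 16.8 ± 14.1 TPM (log2 fold change 4.84, SE 0.95, adjusted p 0.0149). Its call was lost with DESeq2 (adjusted p 0.1, range over 5 alternatives 2.67e-09 to 0.1), its dTAG libraries held 44 and 235 counts, and its change was 3.50 without dTAG replicate 2. Without DMSO replicate 2 the fitted change was 9.82 against a DMSO library at 0. The 3 largest falls were to 0 counts in both dTAG libraries. Calhm3 (ENSMUSG00000094219.1, chromosome 19, 47151609 to 47157764) went from 16 ± 3.20 to 0 ± 0 TPM, at least 192-fold lower (adjusted p 5.14e-05). Adcy2 (ENSMUSG00000021536.7, chromosome 13, 68620043 to 68999541) went from 3.53 ± 0.0920 to 0 ± 0 TPM, at least 187-fold lower (adjusted p 4.4e-05), and Cst9 (ENSMUSG00000027445.3, chromosome 2, 148835147 to 148838738) went from 16.4 ± 1.77 to 0 ± 0 TPM, at least 116-fold lower (adjusted p 0.000163).

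In morulae 804 of 14575 genes were called, 517 higher and 287 lower, 317 by at least 2-fold, and 708 were protein-coding. Tnfrsf18 (ENSMUSG00000041954.18, chromosome 4, 156026164 to 156028895), which overlaps Gm16008, rose from 0.340 ± 0.198 to 4.13 ± 1.01 TPM (log2 fold change 3.94, SE 0.66, adjusted p 0.0144). Its change was 4.77 without DMSO replicate 1, and its call was lost in the fit over all 34 libraries (adjusted p 0.0795, range 3.22e-06 to 0.0795). Dusp2 (ENSMUSG00000027368.6, chromosome 2, 127336159 to 127338376) rose from 0.600 ± 0.141 to 5.78 ± 3.58 TPM (log2 fold change 3.51, SE 0.56, adjusted p 0.0128), and by 2.66 without dTAG replicate 1. Tex15 (ENSMUSG00000009628.14, chromosome 8, 33516738 to 33585582) rose from 1.82 ± 0.106 to 10.6 ± 1.69 TPM (log2 fold change 2.66, SE 0.26, adjusted p 0.00111). The largest falls were Olfr1270 (ENSMUSG00000075065.5, chromosome 2, 90145255 to 90153091), overlapping Gm4222, from 5.24 ± 2.19 to 0.205 ± 0.0920 TPM (log2 fold change −4.44, SE 0.43, adjusted p 0.0011), Tpm3-rs7 (ENSMUSG00000058126.7, chromosome 14, 113314608 to 113316754), near-identical to Tpm3, from 36.6 ± 2.59 to 1.72 ± 0.0920 TPM (log2 fold change −4.19, SE 0.21, adjusted p 1.45e-05), and Rps3a2, from 119 ± 27.4 to 7.22 ± 3.09 TPM (log2 fold change −3.84, SE 0.30, adjusted p 0.000329).

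In E4.5 ICM 10718 of 16365 genes were called, 5492 higher and 5226 lower, and 3610 of them differed by at least 2-fold. The spread between ICM replicates was far below that of the other comparisons: the common biological coefficient of variation was 0.029, against 0.189 to 0.3 elsewhere. With the spread estimated over all 34 libraries the count was 1766, so the number of ICM calls cannot be set beside those of other stages. Exosc6 (ENSMUSG00000109941.1, chromosome 8, 111056339 to 111057664), which overlaps Aars, went from 0 ± 0 to 15.4 ± 1.68 TPM, at least 343-fold higher (adjusted p 3.96e-13). Cox7b2 (ENSMUSG00000049387.10, chromosome 5, 71442824 to 71548205) rose from 0.480 ± 0.0710 to 23.8 ± 0.318 TPM (log2 fold change 5.73, SE 0.25, adjusted p 6.32e-12) and Rhox2a (ENSMUSG00000051827.11, chromosome X, 37244976 to 37249686) rose from 0.290 ± 0.0420 to 6.64 ± 0.0990 TPM (log2 fold change 4.59, SE 0.31, adjusted p 1.53e-09). Nlrp4f (ENSMUSG00000032999.10, chromosome 13, 65177111 to 65205977) went from 7.57 ± 0.0920 to 0 ± 0 TPM, at least 103-fold lower (adjusted p 1.86e-10), and Tmprss2 (ENSMUSG00000000385.8, chromosome 16, 97564682 to 97611195) fell from 2.51 ± 0.247 to 0.0950 ± 0.0350 TPM (log2 fold change −4.56, SE 0.26, adjusted p 2.01e-10). Yy2 (ENSMUSG00000091736.3, chromosome X, 157566119 to 157568985), which overlaps Mbtps2, fell from 1.84 ± 0.0850 to 0.0950 ± 0.134 TPM (log2 fold change −4.34, SE 0.47, adjusted p 4.15e-07). Its call was lost with DESeq2 (adjusted p 0.116, range 3.67e-42 to 0.116), its change was −3.14 without dTAG replicate 2, and without dTAG replicate 1 the fitted change was −10.11 against a dTAG library at 0.

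At E6.5 the same contrast was made in each tissue. In EPI 38 of 14417 genes were called, 1 higher and 37 lower, with 28 pseudogenes and 8 protein-coding genes among them. In VE 5 of 14613 genes were called, all lower, 4 of them pseudogenes. These directions depended on the test: DESeq2 called 5 higher and 48 lower in EPI and 18 higher and 13 lower in VE, testing without a low-count filter 42 and 91 in EPI and 94 and 101 in VE, and the fit over all 34 libraries 3 and 16 in EPI and 3 and 7 in VE. With the replicate number as a block, 44 were higher and 81 lower in EPI, and 2 and 7 in VE. The labels do not say that replicates pair. Of the 38 EPI and 5 VE calls, 30 and 5 had a transcript near-identical to a protein-coding gene elsewhere in the genome. Near-identical means at least 95% identity over at least 80% of the transcript, so the reads of these calls cannot be assigned with certainty. The remaining EPI calls were AC165951.1, AL603804.1, Cap1, Gm20768, Gm4864, Gm6594, Gm7125 and Npy, listed after their values were seen. With protein-coding genes tested alone, 6 genes were called in EPI and 1 in VE. Tpm3-rs7 fell in EPI from 76.8 ± 5.67 to 2.18 ± 0.0920 TPM (log2 fold change −5.15, SE 0.20, adjusted p 4.33e-05) and in VE from 74.9 ± 5.98 to 1.83 ± 0.269 TPM (log2 fold change −5.37, SE 0.17, adjusted p 0.000112). Rps3a2 fell in EPI from 464 ± 30.0 to 15.3 ± 3.23 TPM (log2 fold change −4.95, SE 0.26, adjusted p 0.000103) and in VE from 309.9 ± 0.467 to 8.78 ± 0.0990 TPM (log2 fold change −5.15, SE 0.14, adjusted p 9.94e-05). In EPI Hmga1b (ENSMUSG00000078249.5, chromosome 11, 120762794 to 120764419), near-identical to Hmga1, fell from 513 ± 171 to 16.9 ± 0.976 TPM (log2 fold change −4.91, SE 0.23, adjusted p 7.98e-05). Summed with their parent genes, the lower copies of 18 parents in EPI changed by a median log2 of 0.01, while the copies alone changed by −4.63, and 16 of the 18 parents were higher with dTAG.

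**Figure D2:**
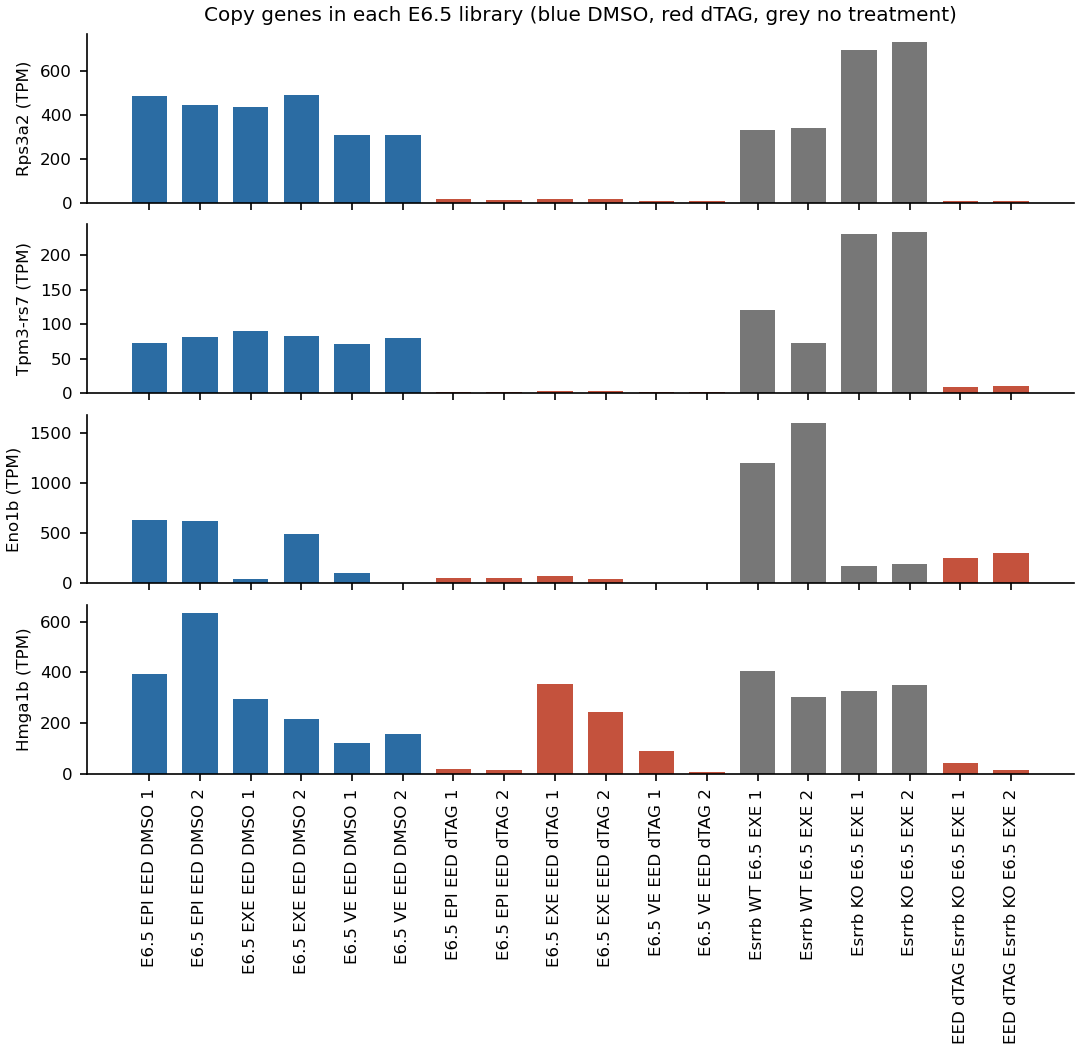
TPM of 4 copy genes near-identical to a protein-coding gene, with one bar for each E6.5 library (blue DMSO, red dTAG, grey no treatment). Tpm3-rs7 and Rps3a2 are low in each dTAG library, while Eno1b is also low in one of the DMSO libraries each of VE and EXE, and Hmga1b is high in dTAG EXE.

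In EXE 309 of 14291 genes were called with dTAG, 177 higher and 132 lower, all by at least 2-fold, and 283 were protein-coding. With the replicate number as a block 1616 genes were called, 1134 of them by at least 2-fold. The labels do not say that replicates pair. The embryos of the arms differed in the counts of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty, chosen after their values were seen): 3 and 1 counts in the DMSO libraries, against 2149 and 2144 in the dTAG libraries. Of the 309 calls 40 lay on X or Y, and 268 genes were called when X and Y genes were left out of the fit. In EPI and VE, DMSO replicate 1 held 2927 and 2562 such counts and DMSO replicate 2 held 0, while all 4 dTAG libraries of these tissues held at least 2886. The largest rises in EXE were Y-linked. Ddx3y (ENSMUSG00000069045.11, chromosome Y, 1260771 to 1286629) went from 0 ± 0 to 12.5 ± 0.198 TPM, at least 696-fold higher (adjusted p 0.000154), and Eif2s3y (ENSMUSG00000069049.11, chromosome Y, 1010543 to 1028847) from 0 ± 0 to 17.3 ± 5.26 TPM, at least 347-fold higher (adjusted p 0.000355). Uty (ENSMUSG00000068457.14, chromosome Y, 1096861 to 1245759) went from 0.01 ± 0.0140 to 5.78 ± 0.396 TPM, with 1 count in the DMSO libraries and a ratio of 671 (95% exact counting interval 120 to 26520) (adjusted p 0.000387). The largest falls were Plac1 (ENSMUSG00000061082.11, chromosome X, 53069995 to 53240111), from 440.1 ± 299 to 1.53 ± 0.764 TPM (log2 fold change −8.36, SE 0.71, adjusted p 0.000613), Vav3 (ENSMUSG00000033721.16, chromosome 3, 109340653 to 109685698), from 4.82 ± 4.89 to 0.0650 ± 0.0640 TPM (log2 fold change −6.33, SE 1.05, adjusted p 0.0164), and Tpm3-rs7, from 86.5 ± 5.42 to 2.93 ± 0.877 TPM (log2 fold change −5.02, SE 0.30, adjusted p 0.000154). Without DMSO replicate 2 the Plac1 change was −7.31 and that of Vav3 −4.38, and without dTAG replicate 2 they were −9.20 and −8.45.

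**Figure D3:**
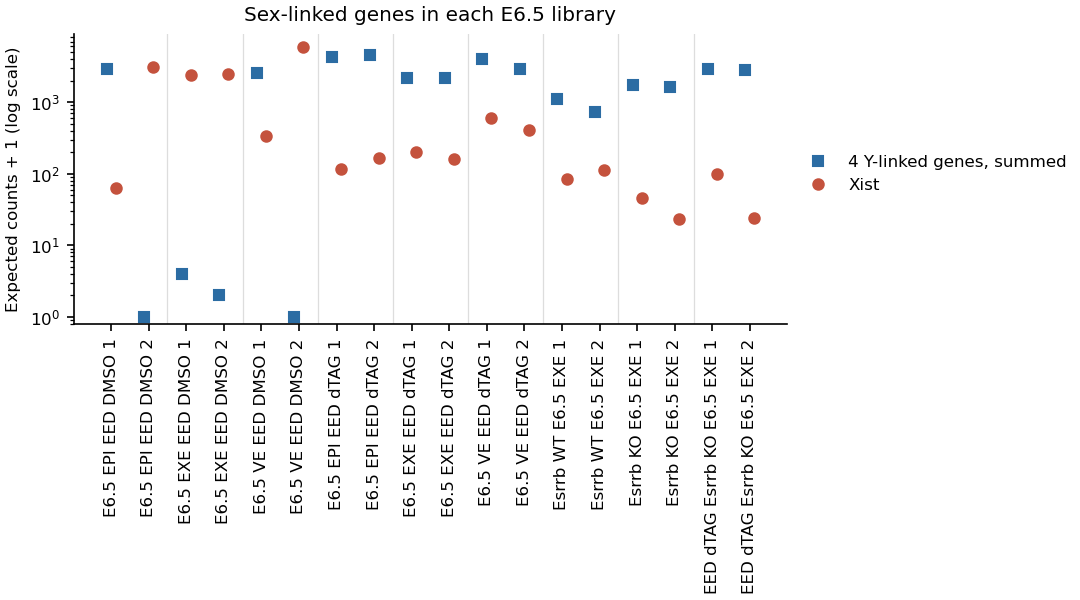
Expected counts plus 1, on a log axis, in each E6.5 library, with squares for 4 Y-linked genes summed and circles for Xist. The EXE DMSO libraries hold 3 and 1 Y-linked counts and the EXE dTAG libraries 2149 and 2144.

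Whether the response to dTAG differs between tissues was tested by interaction in one fit over the 12 DMSO and dTAG libraries of EPI, EXE and VE. Against EPI, the EXE response differed for 82 of 17359 genes, 59 with a higher and 23 with a lower response in EXE, and testing without a low-count filter moved this count most, to 528. Against VE, the EXE response differed for 85 genes, 55 higher and 30 lower, and 58 genes were called in both, all in the same direction. No gene differed between VE and EPI at the adjusted threshold, with 376 genes at an unadjusted p under 0.05. Lpar6 (ENSMUSG00000033446.7, chromosome 14, 73237895 to 73243294), which overlaps Rb1, had 0 counts in DMSO EXE and 0.565 ± 0.148 TPM in dTAG EXE, with 3.15 ± 0.608 and 4.31 ± 0.990 TPM in DMSO and dTAG EPI (adjusted p 0.0138). In VE Lpar6 stood at 10.1 ± 2.59 and 11.8 ± 2.64 TPM (adjusted p 0.0116). Sox3 (ENSMUSG00000045179.9, chromosome X, 60891366 to 60893430) went from 0.010 ± 0.014 to 3.64 ± 2.75 TPM in EXE, where the dTAG libraries held 71 and 266 counts. It went from 2.58 ± 0.106 to 3.53 ± 0.191 TPM in EPI (adjusted p 0.0219) and from 0.880 ± 0.212 to 0.685 ± 0.205 TPM in VE (adjusted p 0.0159). Plac1 had the largest fall against EPI (log2 fold change −7.52, SE 1.37, adjusted p 0.0393), a call lost in the fit over all 34 libraries (adjusted p 0.0761, range 1.52e-17 to 0.0761), and against VE (log2 fold change −8.25, SE 0.74, adjusted p 0.00135). Parm1 (ENSMUSG00000034981.9, chromosome 5, 91517615 to 91626894) followed against EPI (log2 fold change −4.98, SE 0.55, adjusted p 0.00454), going from 2.20 ± 0.170 to 0.0800 ± 0.0280 TPM in EXE and from 0.515 ± 0.049 to 0.555 ± 0.120 TPM in EPI. Lpl (ENSMUSG00000015568.16, chromosome 8, 68880491 to 68907448) followed against VE (log2 fold change −5.54, SE 0.80, adjusted p 0.0148), going from 14.4 ± 6.97 to 1.32 ± 0.933 TPM in EXE and from 0.105 ± 0.134 to 0.280 ± 0.014 TPM in VE.

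The untreated Esrrb libraries asked what EXE loses or gains without Esrrb. Of 14392 genes 1163 were called, 539 higher and 624 lower in KO, 1100 by at least 2-fold. Pgk1-rs7 (ENSMUSG00000066632.3, chromosome 12, 10898986 to 10900240), a processed pseudogene near-identical to Pgk1 whose count had a posterior SD of 18.5% of its size, went from 0 ± 0 to 39.6 ± 2.81 TPM, at least 538-fold higher (adjusted p 0.00589). Cdh5 (ENSMUSG00000031871.9, chromosome 8, 104101625 to 104144511) went from 0 ± 0 to 1.68 ± 0.262 TPM, at least 78.5-fold higher (adjusted p 0.0134). Prr16 (ENSMUSG00000073565.5, chromosome 18, 51117733 to 51420044) went from 0.01 ± 0.0140 to 4.56 ± 1.29 TPM, with 1 count in the WT libraries and a ratio of 461 (95% exact counting interval 82.3 to 18240) (adjusted p 0.00949). Synpo2l (ENSMUSG00000039376.13, chromosome 14, 20658946 to 20668354) went from 2.95 ± 0.184 to 0 ± 0 TPM, at least 147-fold lower (adjusted p 0.0107), and Chrd (ENSMUSG00000006958.14, chromosome 16, 20733127 to 20742384) from 3.89 ± 0.0350 to 0 ± 0 TPM, at least 140.4-fold lower (adjusted p 0.0103). Nr0b1 (ENSMUSG00000025056.4, chromosome X, 86191764 to 86195947) fell from 93.6 ± 58.7 to 0.0850 ± 0.0350 TPM (log2 fold change −9.97, SE 0.65, adjusted p 0.00625), and by a log2 change of −9.30 without WT replicate 1. Of the higher genes 118, or 21.9%, had at least 4-fold more RNA in DMSO EPI than in DMSO EXE, against 5.8% of tested genes. Over 19 genes found almost only in EPI among the DMSO tissues, the median level in the KO libraries was 16.28 and 18.56% of that in EPI. In WT replicates 1 and 2 it was 2.98 and 0.66%, and in the dTAG EXE libraries 1.51 and 3.18%.

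Adding Esrrb loss to EED degradation gave 2988 calls of 13949 genes against dTAG alone, 979 higher and 2009 lower. Against DMSO it gave 3452 calls of 13483 genes, 1302 higher and 2150 lower. Of the calls against dTAG 224 were pseudogenes. The copy Hmga1b held 355.09 and 245.27 TPM in dTAG EXE and 41.54 and 16.2 TPM in double. Eno1b held 70.82 and 49.78 TPM in dTAG and 258.27 and 299.47 TPM in double, while Tpm3-rs7 and Rps3a2 were low in both. Strain haplotypes that differ between these arms were not tested, so the calls need not all come from Esrrb loss. Against dTAG, Prr16 went from 0 ± 0 to 7.80 ± 0.438 TPM, at least 254-fold higher (adjusted p 0.000361), and Ankrd1 (ENSMUSG00000024803.9, chromosome 19, 36111961 to 36120099) from 0 ± 0 to 7.23 ± 2.17 TPM, at least 149-fold higher (adjusted p 0.000707). Tex13b (ENSMUSG00000042386.7, chromosome X, 140808307 to 140813433) went from 0.0300 ± 0.0140 to 15.7 ± 8.97 TPM, with 2 counts in the dTAG libraries and a ratio of 440.3 (95% exact counting interval 121 to 3643) (adjusted p 0.000576), or 243 without double replicate 1. Synpo2l went from 1.84 ± 0.962 to 0 ± 0 TPM, at least 78.2-fold lower (adjusted p 0.00123), Pglyrp1 (ENSMUSG00000030413.7, chromosome 7, 18871331 to 18890459) from 9.91 ± 3.39 to 0 ± 0 TPM, at least 65.5-fold lower (adjusted p 0.00222), or 42.2-fold without dTAG replicate 2, and Laptm5 (ENSMUSG00000028581.17, chromosome 4, 130913125 to 130936141) from 3.01 ± 0.0640 to 0 ± 0 TPM, at least 67.3-fold lower (adjusted p 0.00117). Against DMSO, where the arms again differed in Y-linked counts, Ddx3y went from 0 ± 0 to 39.6 ± 9.56 TPM, at least 1491-fold higher (adjusted p 9.05e-06). Eif2s3y went from 0 ± 0 to 22.4 ± 17.2 TPM, at least 390-fold higher (adjusted p 0.000301), or 159.9-fold without double replicate 1. Efhc2 (ENSMUSG00000025038.7, chromosome X, 17132049 to 17319368) went from 0 ± 0 to 5.29 ± 2.90 TPM, at least 134-fold higher (adjusted p 0.000192), or 87.1-fold without double replicate 2. Wnt6 (ENSMUSG00000033227.7, chromosome 1, 74771892 to 74785322) fell from 38.9 ± 11.2 to 0.605 ± 0.163 TPM (log2 fold change −6.90, SE 0.35, adjusted p 9.25e-06). Ulk4 (ENSMUSG00000040936.15, chromosome 9, 120955351 to 121277197), which overlaps Ctnnb1 and had a posterior SD of 7.26% of its count, fell from 30.0 ± 1.53 to 0.110 ± 0.0710 TPM (log2 fold change −6.88, SE 0.44, adjusted p 1.48e-05), and BC051077 (ENSMUSG00000097163.2, chromosome 5, 117312518 to 117315645) fell from 12.8 ± 4.37 to 0.190 ± 0.0140 TPM (log2 fold change −6.53, SE 0.42, adjusted p 1.53e-05).

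Whether the Esrrb KO effect differs with and without EED was tested by interaction over 8 EXE libraries. The effect differed for 634 of 15339 genes, 97 higher and 537 lower with dTAG, and 81 of them were pseudogenes. Testing all 34 libraries in one fit moved this count most, to 1484. Tex13b stood at 0.620 ± 0.057 TPM in WT, 0 in KO, 0.030 ± 0.014 TPM in dTAG and 15.7 ± 8.97 TPM in double EXE (adjusted p 0.00104). Rex2 (ENSMUSG00000067919.8, chromosome 4, 147021850 to 147060794), which overlaps Gm13153, stood at 1.62 ± 0.566, 0.040 ± 0.014, 0.375 ± 0.163 and 0.405 ± 0.078 TPM in the same order (adjusted p 0.00807). Fgf15 (ENSMUSG00000031073.6, chromosome 7, 144896531 to 144900953) stood at 0.320 ± 0.198, 8.41 ± 0.226, 0.580 ± 0.622 and 0.020 ± 0.028 TPM (adjusted p 0.00893), and Kif1a (ENSMUSG00000014602.15, chromosome 1, 93015464 to 93101951) at 0.095 ± 0.049, 4.00 ± 1.35, 0.570 ± 0.764 and 0.005 ± 0.007 TPM (adjusted p 0.0123). Of the 537 genes lower in the difference, 112 had at least 4-fold more RNA in DMSO EPI than in DMSO EXE, and 425 did not.

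**Figure D4:**
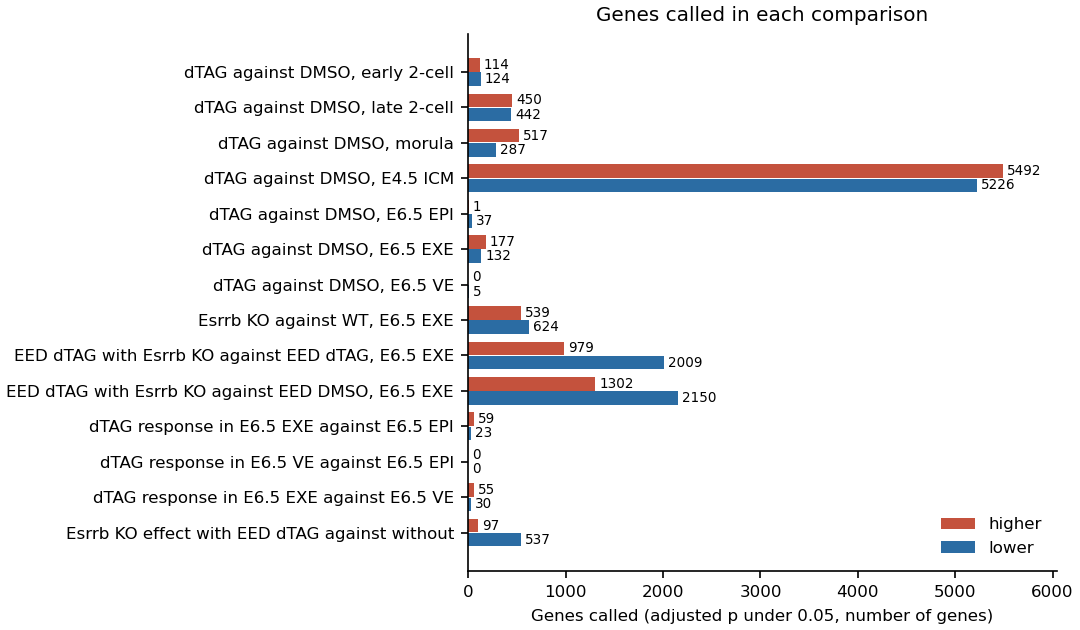
Number of genes called higher and lower at an adjusted p under 0.05 in each of the 10 group comparisons and 4 interactions, as bars. ICM has 10718 calls and VE 5.

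The effects of EED degradation and of Esrrb loss on EXE were set against each other over genes tested in both, with no library in common. Across 13406 genes Pearson's r was −0.232 and Spearman's rho −0.202. Genes are not independent replicates, so no p-value is given. Pearson's r was −0.35 over genes with at least 10 CPM, the alternative that lowered it most, and −0.119 without WT replicate 1. Of 116 genes called in both, against 22.2 from the product of the shares, 106 moved in opposite directions, 68 of them higher with dTAG and lower in KO. DMSO EXE itself lay on the KO side of WT for some genes. In WT, DMSO and KO, Ascl2 stood at 38.7, 200.2 and 278.8 TPM and Bmp4 at 123.7, 9.02 and 31.8 TPM. Pou5f1, at 12.7, 0 and 158 TPM, and Fgf5 went the other way. A departure of the DMSO libraries from other EXE would give opposite signs without an effect of EED loss, and stays open. The effects of Esrrb loss with and without EED correlated at r = 0.537, and 633 of 654 genes called in both moved the same way. Since dTAG against DMSO and double against dTAG share the dTAG libraries, their r of −0.422 was set beside simulated unchanged groups sharing a control, with a mean r of −0.493. For dTAG against DMSO and double against DMSO, which share the DMSO libraries, r was 0.259 against a simulated 0.498.

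Ezh2 (ENSMUSG00000029687.16, chromosome 6, 47530139 to 47595341) and Suz12 (ENSMUSG00000017548.15, chromosome 11, 79993106 to 80034123), which encode other core PRC2 subunits, and Xist (ENSMUSG00000086503.4, chromosome X, 103460366 to 103483254) were reported whatever their result. Ezh2 changed by −0.38 with dTAG in early 2-cell embryos (adjusted p 0.0502), and was called under 4 of 5 alternatives (range 0.00306 to 0.57). In late 2-cell, morula, EPI, EXE and VE its adjusted p was 0.254 or higher. In ICM Ezh2, Suz12 and Xist rose by 0.24, 0.34 and 1.00, with adjusted p of 0.000197, 4.6e-07 and 4.82e-12. Those calls were lost in the fit over all 34 libraries at 0.454, 0.294 and 0.59, the highest of each range, whose lowest values were 1.91e-11, 1.56e-31 and 1.19e-157. Suz12 was not called in any other comparison, with adjusted p of 0.293 or higher. Ezh2 rose in double EXE against dTAG by 0.80 (adjusted p 0.0383, range over alternatives 0.000329 to 0.118) and against DMSO by 0.74 (adjusted p 0.0248). In Esrrb KO it changed by 0.67 (adjusted p 0.0631), and was called with DESeq2 and in the fit over all 34 libraries (range 0.00332 to 0.129).

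Xist fell with dTAG in EXE from 8.57 ± 2.37 to 1.63 ± 0.580 TPM (log2 fold change −3.87, SE 0.30, adjusted p 0.000387), and in double against DMSO EXE (log2 fold change −5.09, SE 0.54, adjusted p 0.000204), by −6.45 and −4.43 without double replicates 1 and 2. It overlaps Tsix, so its reads are uncertain. In EPI and VE it was not called at adjusted p of 1 and 0.997, where without DMSO replicate 2 its log2 change went from −3.75 to 0.74 and from −2.85 to 0.12. Without a low-count filter Xist was called in EPI and VE, with ranges of 1.52e-44 to 1 and 7.03e-56 to 1. In early 2-cell, late 2-cell and morula its changes of −0.06, 0.93 and 0.40 were not called (adjusted p 0.987, 0.356 and 0.36), and each changed sign with one library left out. Nor was its change of −1.22 in double against dTAG EXE (adjusted p 0.191), which was −2.57 and −0.54 without double replicates 1 and 2. In Esrrb KO it was not called (adjusted p 0.0861) except with DESeq2 (0.0358, range 0.0358 to 0.366).

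The 10 gene lists fixed before the data were examined were tested with camera in the 10 group comparisons, 89 tests in all after lists with under 5 tested genes were left out. Of these 29 passed an adjusted p of 0.05, 18 up and 11 down. With an estimated inter-gene correlation, the alternative that moved this most, 0 passed, with 5 at an unadjusted p under 0.05. At 2 libraries per group that estimate has so few degrees of freedom that hardly any list could pass adjustment over 89 tests. Trophoblast differentiation genes in EXE, at 1.51e-08 with the preset correlation in camera, stood at 0.535 with the estimated one. This alternative therefore cannot decide on the lists. Under fry 13 passed, and 9 passed both: germline genes in late 2-cell, ICM and EXE, VE markers in morula, ICM and VE, noncanonical imprinted genes and developmental regulators in ICM, and trophoblast differentiation genes in double against dTAG EXE.

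Before implantation the germline list (29 genes) rose in each stage. Its median log2 change was 0.10 in early 2-cell (adjusted p 0.032, 19 of 27 tested genes higher), 0.49 in late 2-cell (0.000177, 20 of 28), 0.84 in morula (2.23e-07, 22 of 25) and 0.50 in ICM (1.21e-06, 20 of 23). The early 2-cell median was 0.19 without DMSO replicate 1. Over all genes tested 1, 5, 5 and 18 of its members were called, and adjusted over the list alone 4, 10, 8 and 18. Of the 18 called in ICM over all genes, 16 were higher and 2 lower. Sycp3 was called higher in early 2-cell, late 2-cell and morula, by 0.66 (SE 0.09, adjusted p 0.00536), 1.68 (SE 0.21, adjusted p 0.00125) and 1.27 (SE 0.17, adjusted p 0.00817). The list of PRC2 members, which holds Eed, fell in early 2-cell (median −0.05, adjusted p 0.00425), late 2-cell (−0.29, 0.0176) and morula (−0.34, 0.013). Its early 2-cell median was −0.11 without dTAG replicate 1 and −0.001 without dTAG replicate 2, so a single library decided its size, and its morula median was −0.22 without dTAG replicate 1. Over all genes 1, 1 and 3 members were called, and adjusted over the list alone 2, 1 and 3. Y-linked genes fell in late 2-cell (median −1.02, adjusted p 0.0126) and morula (−1.11, 0.00286), with 1 member called in each, and 3 and 2 adjusted over the list alone. Without dTAG replicate 1 these medians were −0.53 and −0.51, and without dTAG replicate 2 −1.48 and −1.65. Called X-linked genes went the other way, 50 higher and 7 lower in late 2-cell, and 45 and 5 in morula. In ICM, where Xist rose, 5 of 6 Y-linked list genes were called lower, though the list did not pass (adjusted p 0.185). A difference in sex between the arms would give these directions and was not tested, so they cannot be credited to EED loss. In morula noncanonical imprinted genes (median −0.36, adjusted p 0.0211) and EXE markers (−0.60, 0.0111) fell and VE markers rose (0.43, 0.00626). Their called members numbered 3, 5 (4 lower, 1 higher) and 2 over all genes, and 4, 10 and 2 adjusted over the list alone. In ICM noncanonical imprinted genes (median 0.55, adjusted p 0.00703), developmental regulators (0.86, 0.00317) and VE markers (0.38, 0.0488) rose. Their called members numbered 16 (13 higher, 3 lower), 40 (33 and 7) and 14 (11 and 3), and 16, 41 and 14 adjusted over the list alone. In ICM the VE markers did not pass with DESeq2 size factors (adjusted p 0.0513) or with the replicate block (0.0898).

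At E6.5 the Y-linked list passed in EPI (median 1.00, adjusted p 0.00196) and VE (1.02, 0.00123) with 0 members called, adjusted over the list alone as well, and DMSO replicate 2, which held 0 Y-linked counts, decided the value: without it the medians were 0.00 and 0.01. Without DMSO replicate 1 the fitted medians were 12.33 and 11.76, against a library at 0 and so no measure of size. In VE the VE markers rose slightly (median 0.14, adjusted p 0.000565, 20 of 23 genes higher), with 0 called and 3 adjusted over the list alone. In EXE trophoblast differentiation genes fell (median −0.91, adjusted p 1.51e-08), with 7 of 14 called, 6 of them lower, and 10 adjusted over the list alone. Ascl2 changed by −4.06 (SE 0.36, adjusted p 0.00062), from 200.2 ± 17.3 to 13.5 ± 7.79 TPM. The EPI markers rose in EXE (median 1.39, adjusted p 3.72e-06), with 4 called and 6 adjusted over the list alone, and the median was 0.75 without dTAG replicate 2. DMSO EXE held 9 of these 18 genes at 1 TPM or more. EXE markers (median 0.13, adjusted p 0.00196), VE markers (0.65, 0.0114) and germline genes (0.45, 0.00317) also rose, with 3, 1 and 3 members called, and 9, 2 and 6 adjusted over the list alone. Of the called EXE markers 2 were higher and 1 lower, and so were the called germline genes. Without a low-count filter the VE markers did not pass (adjusted p 0.206). The EXE marker median was 0.24 without DMSO replicate 2, and that of germline genes 0.79 without DMSO replicate 1. Bmp4, an EXE marker, rose by 3.73 (SE 0.31, adjusted p 0.000533).

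In Esrrb KO the EXE markers fell (median −0.73, adjusted p 0.0151), with 6 of 18 called and 15 adjusted over the list alone. Of the 6 called, 5 were lower and 1 higher, and without a low-count filter the list did not pass (adjusted p 0.104). VE markers fell (−1.87, 0.00123), with 3 of 7 called and 5 adjusted over the list alone. EPI markers rose (1.11, 0.000219), with 8 of 18 called, 7 of them higher, and 14 adjusted over the list alone, and their median was 2.01 without WT replicate 1. WT EXE held 14 of the 18 EPI markers and 5 of the 23 VE markers at 1 TPM or more. Double against dTAG EXE raised trophoblast differentiation genes (median 1.73, adjusted p 9.23e-08), with 10 of 14 called, 8 of them higher, and 12 adjusted over the list alone. That median was 2.52 without dTAG replicate 2. VE markers fell there (−1.69, 0.0126), with 3 of 5 called and 4 adjusted over the list alone. Against DMSO, trophoblast differentiation genes passed with a median of 0.44 (adjusted p 0.0433), 6 of 15 called and 6 adjusted over the list alone, and the median was 0.68 without DMSO replicate 1. Of the 6 called, 4 were higher and 2 lower, and with the replicate block the list did not pass (adjusted p 0.078). The Hox list passed in none of the 3 comparisons where it could be tested, early 2-cell, ICM and VE, with adjusted p of 0.933, 0.266 and 0.477.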

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

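In this part, the tests of X-linked and Y-linked genes alone and of the genes not higher in epiblast in the Esrrb interaction were chosen only after the result was seen, and the tests of epiblast cells in the dTAG EXE libraries and on the genes higher in epiblast were set before.

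The response to dTAG differed between EXE and EPI for 82 genes by an interaction test, 59 with a higher and 23 with a lower response in EXE, and 73 of them were also called in EXE itself. A difference in sex between the arms bears on this, since both DMSO EXE libraries lacked Y-linked counts. Genes on X and Y alone do not account for it, because 67 genes were called with X and Y genes left out. Epiblast cells in the dTAG EXE libraries were a candidate source, as 31 of the 59 genes with a higher response (52.5%, against 6.1% of tested genes) had at least 4-fold more RNA in EPI. That limit is set against DMSO EXE, also the reference of the response, so part of the excess may come from the definition. Of the 23 genes with a lower response 0 passed it. Against epiblast cells, those 31 genes stood at a median of 33.7% of their EPI level in dTAG EXE. The 19 genes found almost only in EPI stood at 1.51 and 3.18% in the libraries. Cells bringing all their abundant transcripts would raise both alike. The 31 genes were chosen by the interaction itself, so the argument rests on the 19 genes, which were chosen from DMSO tissues only. Such cells may still add to dTAG replicate 2, where Pou5f1 stood at 22.28 TPM, against 0.11 TPM in replicate 1 and 687 TPM in DMSO EPI. Autosomal effects of sex and a tissue-specific role of EED stay open and were not tested.

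Between EXE and VE the response differed for 85 genes, 55 higher and 30 lower in EXE, 58 of which were also called against EPI in the same direction. Without X and Y genes 63 genes were called, so those chromosomes alone do not account for it. Of the 55 genes 26 (47.3%) had at least 4-fold more RNA in EPI than in EXE, at a median of 34.9% of the EPI level in dTAG EXE. Here too the 4-fold limit is set against DMSO EXE, the reference of the response. Both differences rest on the same 4 EXE libraries, so a departure of the DMSO EXE libraries from other EXE may lie behind both. The other observations give the tests of that departure, of which the share of 81.3% leaves it open. A biological difference between the tissues was not tested.

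The effect of Esrrb loss differed with and without EED for 634 genes, 97 higher and 537 lower with dTAG. For the 112 of the 537 genes that had at least 4-fold more RNA in EPI (20.9%, against 5.7% of tested genes), epiblast cells in the KO libraries may be the source. In KO these genes stood at a median of 23.5% of the EPI level, near the 16.28 and 18.56% of the 19 epiblast-specific genes. This cannot be told apart from a rise of epiblast genes in the EXE cells, because the reference EPI comes from another line and the cells were not separated. For most of the other 425 genes epiblast cells alone do not account for the difference. From their WT level, and with the effect of Esrrb loss taken from double against dTAG, these genes would need a median share of epiblast cells of 76.3% in KO (lower quartile 54.2%), far above 18.56%. The 112 genes would need 22.0%. The contrast follows in part from the split itself, since genes little higher in epiblast gain little from its cells. A median and quartile do not decide on each gene. The Esrrb WT and KO embryos carried no Eed tag in their labels, so line and treatment change together in this contrast. A dependence of the Esrrb effect on EED stays open and was not tested apart from the line.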

How the results depend on the processing

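The fits on protein-coding genes and without X and Y genes were chosen after seeing the data, and the other alternatives were planned. Scaling by DESeq2 size factors kept each of the 14 call counts within 1.5 times, moved no share of higher calls by more than 10 points and no median of all genes by more than 0.1.

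Without a low-count filter the calls were 805 in early 2-cell, 1597 in late 2-cell, 1702 in morula, 133 in EPI, 916 in EXE, 195 in VE and 660 in Esrrb KO. The interactions gave 528 (EXE against EPI), 43 (VE against EPI), 454 (EXE against VE) and 1436 (Esrrb). The DESeq2 test gave 475 in early 2-cell, 1521 in late 2-cell, 1408 in morula, 624 in EXE, 31 in VE, 2534 in Esrrb KO, and 326, 4, 302 and 1120 in the interactions in the same order. One fit over all 34 libraries gave 81 in early 2-cell, 1714 in late 2-cell, 414 in morula, 1766 in ICM, 19 in EPI, 678 in EXE, 10 in VE, 2840 in Esrrb KO and 4827 in double against dTAG. Its share of higher calls moved by over 10 points in early 2-cell, late 2-cell, EPI and VE, where the split stands beside the comparison, and for EXE against VE, with 63 higher and 53 lower. It gave 1 gene for VE against EPI and 1484 in the Esrrb interaction. The cause was not tested for any of these, except that the joint fit shares one spread over all groups.

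With the replicate number as a block the calls were 516 in early 2-cell, 1352 in morula, 125 in EPI, 1616 in EXE and 9 in VE. In EPI 44 of these were higher and 81 lower, against 1 and 37 without the block, and in EXE 879 were higher and 737 lower, 1134 of them by at least 2-fold. The labels do not say that replicates pair. The replicate differences of the arms correlated across genes at 0.502 in EPI, 0.533 in EXE and 0.351 in VE, and between −0.506 and 0.076 in the other comparisons. Protein-coding genes only gave 6 calls in EPI and 1 in VE, where the alternative removes the pseudogenes from the test.

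The number of gene list tests past the threshold was 13 with fry, where the cause was not tested. It was 0 with an estimated inter-gene correlation, where few degrees of freedom leave hardly any list able to pass. Pearson's r of the EED and Esrrb effects was −0.35 over genes with at least 10 CPM, where the cause was not tested, and ranged from −0.319 to −0.119 with one library left out, the latter without WT replicate 1.

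Leaving out one library at a time, the number of called genes that differed by at least 2-fold ranged from 96 to 111 in early 2-cell, 651 to 739 in late 2-cell, 287 to 388 in morula and 3565 to 3602 in ICM. It stayed at 38 in EPI, 309 in EXE and 5 in VE. It ranged from 1080 to 1104 in Esrrb KO, 2716 to 2808 in double against dTAG and 2667 to 2881 in double against DMSO. These count fixed genes by fitted change, with no test, since an arm is left with 1 library.

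Of 108 results for single genes, each tested under 5 alternatives, no called one changed its sign. With size factors 1 was weaker and 1 stronger, without a filter 0 and 3, with DESeq2 2 and 3, with the block 1 and 2, and in the joint fit 6 and 1. With one library left out, 96 of 125 results, list medians included, kept their value within the spread and 29 moved. The sign changed in 13, all of them uncalled genes such as Xist in EPI and VE. At 2 libraries per arm the simulated interactions called 37 to 45% of changed genes, so an interaction count can miss changed genes.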

Other observations

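In this part, the tests of the parent genes of the EPI and VE copies, read length, transcription of the copies, copies in ICM, sex, ICM spread and duplication, untagged Eed and a swap of EXE libraries were chosen only after the result was seen, and those of parents of the early-stage copies, shared Eed reads, epiblast cells in KO and the dissected piece were set before. The measure of the read-length test with its limits of 100 and 5 TPM, the set of copies in the swap test, and the count of copies shared between stages, were also settled after the levels were seen.

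Most genes lower with dTAG in EPI and VE were near-identical copies of a coding gene. If a variant in the parent gene draws its reads to the copy, the parents should share chromosomes while the copies are scattered. The 28 EPI copies lower by at least 4-fold had 18 parents on 5 chromosomes while the copies lay on 15. Their parents made 32 pairs on one chromosome against 8.04 expected (permutation p 0.0001, the smallest they can give, adjusted 0.000233). All 4 parents in VE and all 6 in EXE lay on chromosome 3. Lower transcription of the copies would lower the sum of parent and copies. The median log2 change of the sum in EPI was 0.008, against −0.202 if the parents were constant, and 16 of 18 parents were higher. The sum in VE changed by −0.092 against −0.259, with 4 of 4 parents higher. A read length or alignment setting that differed between libraries would switch copies of different parents together, but 3 libraries held Rps3a2 above 100 TPM and Gm10020 under 5 TPM. A candidate explanation is that the DMSO and dTAG embryos carried different strain haplotypes around these parents. The labels give one strain for all RNA libraries and so name no such difference. No sequence was read, so the variant itself was not tested, and no biological explanation was tested beyond transcription of the copies.

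For copies lower by at least 4-fold in early 2-cell, late 2-cell and morula the same permutation test gave p of 0.559, 0.26 and 0.0391, the smallest adjusted value being 0.0684. Whether parent variants lower these copies cannot be told apart from chance sharing, since the morula alone had 11 parents with 7 pairs against 2.88 expected. Many of these copies were those that fell in EPI: 6 of 13 in early 2-cell, 12 of 28 in late 2-cell and 9 of 13 in morula, against 0.67, 1.39 and 0.82 expected by chance. Rpl34-ps1 stood at 315.85 and 370 TPM with DMSO and at 10.55 and 17.96 TPM with dTAG in morula. For the shared copies a variant in the parent is a candidate explanation as at E6.5, but an effect of EED that recurs between stages would share copies as well. Of the 15 shared copies, 10 stood under 25% of their DMSO EPI level in DMSO ICM, where EED was not degraded, while their 8 parents stood at a median of 64.4% (lowest 3.4%). Rpl34-ps1 held 12.41 and 13.85 TPM in DMSO ICM and 12.53 and 12.06 TPM in dTAG ICM, and Rps3a2 9.2 and 8.19 TPM and 7.29 and 7.41 TPM. Low copies in the presence of EED count against its loss as what lowers them, but the stage differs as well, so an effect of EED cannot be told apart from a variant. In ICM itself 10 copies were lower by at least 4-fold, 2 of them shared with EPI against 0.5 expected, and their parents did not share chromosomes beyond chance (permutation p 0.38, adjusted 0.443). For the copies not shared with EPI an effect of EED stays open and untested.

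Sex may explain the Y-linked and Xist calls in EXE. The dTAG libraries held at least 2144 counts over 4 Y-linked genes, the DMSO libraries at most 3, and Xist went the other way. For the 32 X-linked calls other than Xist and Tsix this stays open. In EPI and VE, where DMSO replicate 1 held Y-linked counts and replicate 2 none, 12 of 20 and 12 of 21 of these genes at 1 CPM or more differed between the replicates in the direction they had in EXE. The median difference in that direction was 0.14 and 0.09 on the log2 scale, against a median size of 2.71 and 2.86 in EXE. Plac1 stood at 43.86 and 46.52 TPM in DMSO VE. These values count against a sex effect common to the tissues, but with 1 library of each kind and in other tissues, sex and treatment cannot be told apart for these calls. The autosomal calls, within 268 genes called without X and Y, cannot be told apart from a sex effect because sex and treatment coincide in EXE. The labels give neither the sex of the embryos nor their number in a library.

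The 10718 calls in ICM are consistent with the low spread of its replicates. The ratio of calls to those in the joint fit was 6.07, against at most 2.94 elsewhere. One library sequenced in parts and deposited as both replicates would show sampling noise only. The chi-square per gene between replicates was at least 1.61 over genes without shared reads, against a simulated maximum of 1.02 in the ICM groups. Replicates made from one pool of embryos or one extract may give such a spread, which was not tested, and a broad ICM response to EED loss stays open as well.

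Eed RNA itself was lower with dTAG in early 2-cell, late 2-cell and morula, although dTAG acts on the protein. The posterior SD of the Eed count was at most 0.142% of it, so few Eed reads were counted as shared. That measure cannot exclude reads drawn to or from another gene. In the highest library it was only 0.667% for Tpm3-rs7 and 0.892% for Rps3a2, whose reads are uncertain. Untagged Eed RNA in the DMSO embryos may be a source. Untagged WT EXE held 3.852 times the Eed TPM of tagged DMSO EXE, near the early 2-cell ratio of 4.324 between DMSO and dTAG, but above those of 2.585 in late 2-cell and 1.698 in morula. The explanation cannot be told apart from lower transcription, because the counts do not read the tag. A biological effect of EED on its own RNA was not tested.

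In Esrrb KO EXE the epiblast genes were higher. Epiblast cells in those libraries would bring their abundant transcripts at one share. The 19 epiblast-specific genes stood at a median of 16.28 and 18.56% of the EPI level, and 17 of 19 lay within 3-fold of that. Pla2g1b, at 0.46 and 0.61 TPM against 52.44 TPM in EPI, and Pmaip1, at 0.72 and 1.06 TPM against 65.05 TPM, lay far below that share in both libraries, which counts against epiblast cells as the source. Pou5f1, the most abundant, stood at 155.64 and 160.85 TPM against 687 TPM in EPI. The 118 called genes at least 4-fold higher in epiblast stood at a median of 31.9% of the EPI level in KO. Their quartiles were 18.3 and 65.2%, and 62 of the 118 lay above 30%. These genes were chosen by the KO change itself and may have RNA of their own in EXE, so their level cannot decide on epiblast cells. The explanation cannot be told apart from epiblast genes rising in EXE cells, because the reference EPI is from another line and 2 genes exclude little. Of the 18 EPI markers 14 were also at 1 TPM or more in WT EXE. A change of cell fate without Esrrb stays open and untested.

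DMSO EXE had lower Esrrb (2.32 against 18.7 TPM) and higher Ascl2 (200.2 against 38.7 TPM) and Hand1 (129.9 against 49.3 TPM) than untreated WT EXE, where Ascl2 was 12.36 and 65.07 TPM in the replicates. If the DMSO and dTAG EXE libraries had been swapped, copies that part the arms in EPI and VE should be reversed in EXE. All 5 copies called in both EPI and VE were lower in both dTAG EXE libraries, as in the other tissues. This set was taken after a wider one had been tried, the 30 copies called in EPI whatever their direction there. Of these, 12 were lower and 3 higher in both dTAG EXE libraries, which decided nothing. The parents of the 5 lie on one chromosome and so count as a single region, and a swap cannot be told apart from other sources on it. A dissected piece or stage that differed in the DMSO embryos may also be a source. Of 246 called autosomal coding genes without a near-identical copy, 200 (81.3%) had a WT level nearer to dTAG than to DMSO, 139 of 145 higher genes and 61 of 101 lower ones. This leaves the piece open too, since sex differs between these libraries the same way and the WT embryos are of another line. An effect of EED loss on EXE, for which DMSO EXE is the planned control, stays among the open explanations.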
